A study of Mus musculus with 96 samples. Its data were reported in "A cell type-specific expression atlas of small and total RNA in the heart after myocardial infarction" (2025).

How the data were processed

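The series holds total RNA-seq of 4 cell types isolated from the hearts of male C57Bl/6J mice after myocardial infarction. Infarction was made by permanent ligation of the left anterior descending artery, the main vessel of the anterior wall. Hearts were taken from unoperated mice (Day 0) and on Day 1, Day 3, Day 7, Day 14 and Day 28 after surgery. Cardiomyocytes (CM) were collected by low-speed centrifugation of the digested heart, endothelial cells (EC) with beads against CD144, fibroblasts (FB) by plating, and hematopoietic cells (HC) with beads against CD45. Each of the 24 groups (4 cell types at 6 days) had 4 libraries, 96 in all, and each library was a pool of RNA of several mice. Libraries were made by a ligation-free total RNA kit (template switching after tailing) with depletion of rRNA. Cell type and library preparation batch coincided, so values compared between cell types cannot be told apart from that batch. The labels give each library a group and a replicate number. The study calls the replicates both biological and technical, so p-values here measure the spread between pools, which may be partly technical.

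Per the labels and the study's methods, the authors trimmed reads with Trim Galore, aligned them to mm10 with STAR 2.28 in 2 passes, and quantified transcripts with Salmon. Each file deposited by the authors holds, for each entry, an estimated read count (expected count) and a TPM value, the transcript's share of reads after division by effective length, scaled to a fixed total. In 56 files (CM, EC, and HC at Day 1 and Day 7) the 137734 entries are transcripts. In 40 files (FB, and HC at the other days) the 51398 entries are genes, apart from 369 transcripts. Transcript values were summed per gene with the GENCODE M21 annotation of mm10, from which gene names and coordinates were also taken. In a transcript file 1141 entries had no gene there, with at most 0.382% of a library's reads, and in a gene file entries without a gene took at most 0.293%. They were left out of library sizes and tests. Of 51080 genes found, 50868 were listed in every file. Between the kinds of file, 162 genes differed in length, and in HC, the cell type with both kinds, 29 genes had mean transcript lengths that set the kinds apart. These 175 genes in all were left out of HC and of comparisons between cell types. This was decided after the files were seen.

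Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter on low counts and a quasi-likelihood fit (robust). The fit of each cell type took all 24 of its libraries, so that the days shared an estimate of the spread, and each later day was compared with Day 0 (20 comparisons). P-values were adjusted by Benjamini and Hochberg over the genes of a comparison, and a gene was called at an adjusted p under 0.05. Every adjusted p of a gene in the text comes from this test, and of a gene list from camera in limma 3.58.1, unless another is named. Further fits compared HC Day 1 with HC Day 7, each cell type with the mean of the other 3 over all days (96 libraries), and the change from Day 0 to Day 3 in a cell type with the mean change in the other 3 (32 libraries). CPM values are estimated counts of a gene per fixed number of reads of its library, rRNA included, after TMM scaling. For the shared transcript set and the ratios between isolates, CPM is per reads outside rRNA genes, unscaled. A value after ± is a standard error (SE) for a log2 fold change and an SD over 4 libraries for a level, where the SE is the log2 fold change divided by the root of the test's F value. A gene with no more than 3 reads in every Day 0 library of its cell type is given as levels, not as a fold.

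Before the data were examined, 37 gene lists, the tests, the alternatives and the rule for naming genes were fixed. The rule took called genes with a mean of at least 10 CPM over the 8 libraries compared, a symbol that is not a clone or small RNA name, and all 4 libraries of the day on one side of all 4 Day 0 libraries. Of these it took the 6 highest and 6 lowest log2 fold changes at Day 3, 4 and 4 at Day 1 and Day 28, and 2 and 2 at Day 7 and Day 14. It also took the 8 genes whose course the study describes, its 16 cell markers, and up to 4 called members of each list at Day 3 in the cell types the list was meant for. Of the 144 gene results of the first part, 14 lost their call when 1 library was left out, and these are not described singly. Single results of 4 genes are not reported here, though counts and list tests include them. The marker lists were CM, EC, FB and HC markers (each 4 genes used by the study), abundant CM transcripts, neutrophil, monocyte, resident macrophage, B cell, T and NK cell, mural cell, Schwann cell, mesothelial and erythroid. The other lists were fetal and stretch program, calcium and conduction, fatty acid oxidation, oxidative phosphorylation, mitochondrial genome, glycolysis, hypoxia, angiogenesis, endothelial mesenchymal transition, leukocyte adhesion, collagen and matrix, myofibroblast, resting fibroblast, complement, cytokines and chemokines, reparative macrophage, antigen presentation class II, interferon response, cell cycle, replication dependent histones, immediate early and dissociation, unfolded protein response, and ribosomal proteins. The study took its 16 markers from an earlier report.

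Each list was tested with camera, which compares its genes with all others at a preset correlation between genes of 0.01, and again with a correlation estimated from the data and with fry. The p-values were adjusted over the lists of a cell type and day. For every marker list the CPM of its members was summed per library and compared with Day 0. The test was a two-sided exact permutation test of 4 against 4 libraries, whose smallest p is 0.0286, adjusted over the 70 tests of a cell type. For any to pass, 41 of the 70 had to reach that p. No sum passed in CM, EC or FB (smallest adjusted p 0.0667, 0.0667 and 0.0714), and 47 did in HC. A sum at the smallest p that did not pass therefore does not speak against a change.

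Alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, the replicate number as a block, only the 8 libraries compared, limma on log2(TPM + 1), and leaving out each library in turn. The study removed 2 FB Day 3 libraries and 1 HC Day 28 library as outliers without naming them. A fixed rule stood in for this: the libraries farthest from their group on the first principal components of the 500 most variable genes. It took FB Day 3 replicates 1 and 4 and HC Day 28 replicate 4 (the outlying libraries below), and the fits were repeated without them. In FB the choice was close (mean distances of 87.76 and 78.17 against 77.91 and 76.51 for replicates 3 and 2), and the 2 libraries kept were the shallow ones with the shared set. Alternatives added after seeing the data left out rRNA genes, kept the 175 genes, left out 8 libraries that carried a shared set of transcripts, or tested the CM lists with the block. Same-numbered libraries deviated together from their group means, with all 4 correlations above 0.1, in CM Day 1 against Day 0 (0.209 to 0.282) and CM Day 3 against Day 0 (0.208 to 0.302) and in no other comparison. The study says that on each day the pools of all cell types came from the same mice. The labels and the study do not say whether a replicate number marks the same mice in every cell type, or what it shares between days.

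The test was checked on simulated counts drawn from the real Day 0 means, the dispersions of the real data and the sizes of all 24 libraries of a cell type, with genes changed at Day 3. Of 100 genes changed 2-fold it recovered 84 in CM (14186 genes), 79 in EC (17768), 70 in FB (18276) and 68 in HC (18503). Of 100 genes changed 4-fold it recovered 100, 99, 97 and 97. Of the unchanged genes it called 10, 5, 14 and 10. No 2 libraries of a group had identical counts, and in each of 144 pairs the counts differed by more than sampling noise (lowest chi-square per degree of freedom 4.80). Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.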

Results

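Total RNA was sequenced from 4 cell types of the mouse heart, isolated from unoperated mice (Day 0) and on Day 1, Day 3, Day 7, Day 14 and Day 28 after permanent ligation of the left anterior descending artery. There were 96 libraries, 4 in each of 24 groups, and n = 4 for every group value given here. Libraries of cardiomyocytes (CM) held 13503024 to 55758471 estimated reads (median 34684658), of endothelial cells (EC) 12445124 to 33868990 (median 21742926), of fibroblasts (FB) 2664338 to 36545715 (median 26614078) and of hematopoietic cells (HC) 16214419 to 40395291 (median 25816356). Reads of rRNA genes took 53.4% to 68.2% of a CM library, 11.5% to 30.8% of an EC library, 2.83% to 35.6% of an FB library and 9.83% to 32.2% of an HC library. FB Day 3 replicate 2 (2664338 reads, 35.6% rRNA) and replicate 3 (3508819 reads, 35.2% rRNA) were the shallowest. In 8 libraries a set of 48 transcripts was abundant together: EC Day 0 replicates 1 and 2, EC Day 28 replicate 3, FB Day 3 replicates 2 and 3, FB Day 28 replicate 4, and HC Day 28 replicates 2 and 4. Of the 48, 27 were annotated on the other strand of a gene of at least 50 CPM, and other rare genes in that position were 2.80 to 5.38 times as abundant in these libraries as in the rest of their groups. A value after ± is the SE of a log2 fold change or the SD of a level. Where a list has no separate count adjusted over the list alone, that count was the same as over all genes tested.

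The 16 genes that the study used to tell the cell types apart were each most abundant in their own cell type. In CM these were the sarcomere genes Tnnt2 and Tnni3, the natriuretic peptide gene Nppb and the cardiac actin gene Actc1, with log2 fold changes of 6.32, 6.71, 7.00 and 6.51 against the mean of the other cell types over all days. In EC they were the vascular growth factor receptors Flt1 (3.67) and Kdr (3.77) and the junction genes Pecam1 (3.41) and Cdh5 (3.89). In FB they were the protease gene Fap (3.28), the collagen receptor gene Ddr2 (4.26), the transcription factor gene Tcf21 (5.05) and the growth factor receptor gene Pdgfra (5.05). In HC they were the integrin genes Itgax (8.76) and Itgal (7.08), the tetraspanin gene Cd53 (8.11) and the CD45 gene Ptprc (8.47). The largest adjusted p of the 16 was 8.35e-54. Over all genes, 17875 differed from the other types in CM, 15632 in EC, 16193 in FB and 17222 in HC, but cell type and library batch coincided. The study took these markers from an earlier report.

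**Figure D1:**
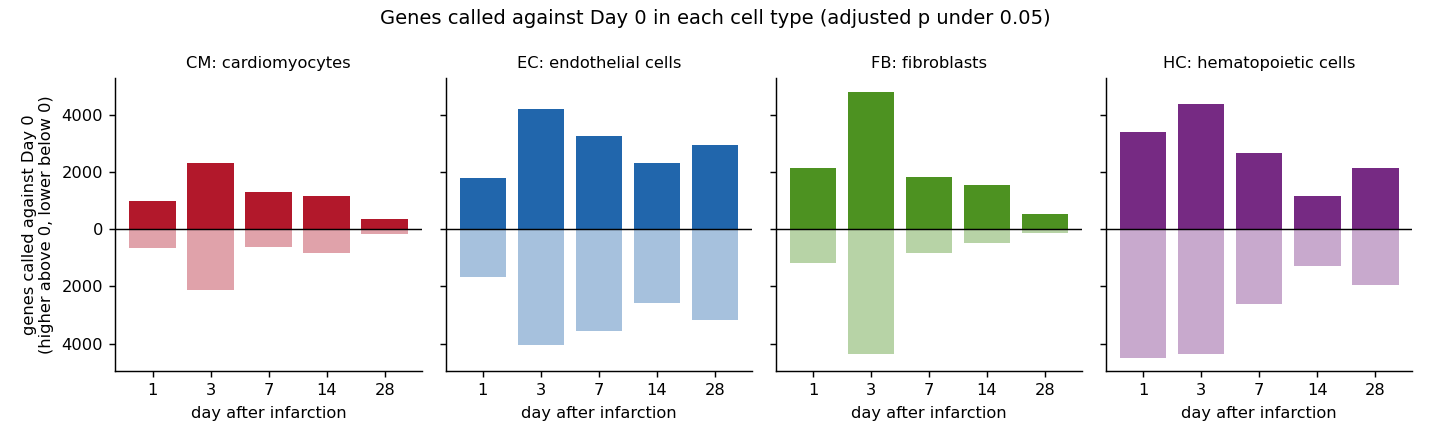
Number of genes called higher (bars above 0) or lower (below 0) than at Day 0 on each later day (horizontal axis), by cell type (panels). FB at Day 3 had the most, 9167, and CM at Day 28 the fewest, 520.

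Cardiomyocytes, the contractile cells of the heart wall, were compared between each day and Day 0 to follow their response to the infarct. At Day 3 they carried more collagen, leukocyte, interferon and cell division transcripts. The collagen genes Col1a1 and Col1a2 rose by 5.80 ± 0.38 and 5.09 ± 0.32 on the log2 scale, Col1a1 from 1.43 ± 0.320 to 79.8 ± 17 CPM, and the lysozyme gene Lyz2, made by myeloid cells, by 5.13 ± 0.38. Spp1, which encodes the matrix protein osteopontin, was at 37.0 ± 5.44 CPM against 0.0211 ± 0.0153 at Day 0, and the stress-induced gene Sprr1a at 24.7 ± 8.95 against 0.0120 ± 0.0240. Gpx4, which protects membranes from lipid peroxidation, fell by 2.14 ± 0.55, and Uqcrc1, part of respiratory complex III, by 1.28 ± 0.31. Of 14535 genes tested, 2319 were higher and 2116 lower (4984 and 62 by limma on TPM), and the largest adjusted p of the genes named so far for CM was 0.00633.

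Leukocyte lists were among those higher in CM at Day 3. The monocyte list had 7 of 9 genes higher and none lower (8 adjusted over the list alone, camera adjusted p = 1.25e-10), among them the chemokine receptor gene Ccr2 (5.94 ± 0.59). Of 11 resident macrophage genes, 10 were higher (11 adjusted over the list alone, adjusted p = 6.10e-14), such as the scavenger receptor gene Mrc1 (3.30 ± 0.32). Both HC markers tested, Cd53 (4.89 ± 0.43) and Ptprc (3.56 ± 0.37), rose (adjusted p = 5.27e-06), and these 3 calls held with an estimated correlation. Neutrophil genes (4 of 6 higher, Lcn2 4.34 ± 0.44, adjusted p = 0.00661, 0.158 with an estimated correlation) were also higher. So were FB markers (3 of 4 higher, Pdgfra 1.63 ± 0.19, adjusted p = 0.00661, 0.139 with an estimated correlation). The summed HC markers stood at 17 times their Day 0 level and EC markers at 1.03 times (two-sided exact permutation p = 0.0286 and 0.800). The first had an adjusted p of 0.0667, so neither passed. Abundant CM transcripts were lower in 7 of 16 (list adjusted p = 0.00156, 0.173 with an estimated correlation), and their sum went from 29150 ± 4597 to 19370 ± 1902 CPM, or 0.665 times (exact permutation adjusted p = 0.0667), but 1.205 times on TPM. The list test did not pass for CM markers (1 of 4 lower, adjusted p = 0.853) or EC markers (0 of 4, 0.882). Nor did it for mural cell genes (2 higher and 1 lower of 10, 0.836) or erythroid genes (0 of 5, 0.806).

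Cell division and interferon genes moved in the same samples as those leukocyte markers. Of 34 cell cycle genes 32 were higher and none lower (camera adjusted p = 6.19e-37), such as the cyclin genes Ccna2 (4.68 ± 0.37) and Ccnb1 (4.45 ± 0.39) and the spindle gene Tpx2 (4.49 ± 0.36). The interferon response had 18 of 24 higher (21 adjusted over the list alone, adjusted p = 9.51e-12), with the chemokine gene Cxcl10 at 5.24 ± 0.53 and the antiviral gene Oasl2 at 2.48 ± 0.23. Both held with an estimated correlation. The fetal and stretch program had 7 of 16 higher, among them the fetal myosin gene Myh7 (3.18 ± 0.55) and the stretch-responsive gene Ankrd1 (1.36 ± 0.18, list adjusted p = 0.000576, 0.158 with an estimated correlation). Ribosomal proteins had 18 of 36 higher and 1 lower (21 and 1 adjusted over the list alone), with Rpl3 at 1.45 ± 0.15 (adjusted p = 0.000220, 0.490 with an estimated correlation).

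Metabolic and conduction genes went the other way in CM at Day 3, but on the read count scale alone. Fatty acid oxidation had 14 of 26 lower (1 higher and 16 lower adjusted over the list alone), with a median log2 change of -0.449 that turned to 0.136 on TPM (adjusted p = 1.45e-05, 0.146 with an estimated correlation). Calcium and conduction had 10 of 18 lower (12 adjusted over the list alone, median -0.472, 0.132 on TPM, adjusted p = 0.000301, 0.118 with an estimated correlation). Oxidative phosphorylation had 10 of 36 lower (median -0.328, 0.384 on TPM, adjusted p = 0.00244, 0.512 with an estimated correlation). The mitochondrial genome had 9 of 13 lower (median -0.584, 0.116 on TPM, adjusted p = 0.000206, 0.245 with an estimated correlation). The calcium release channel gene Ryr2 (-0.78 ± 0.15), the carnitine transferase gene Cpt1b (-1.07 ± 0.19) and mt-Co1 of respiratory complex IV (-1.10 ± 0.17) were called by edgeR and not by limma on log2(TPM + 1). Glycolysis (5 higher and 3 lower of 17, Slc16a3 3.74, adjusted p = 0.788) and hypoxia (2 and 5 of 16, Ndrg1 0.84, 0.882) did not pass the list test. Replication dependent histones (2 and 1 of 12, Hist1h1b 3.57, 0.485) and the unfolded protein response (6 and 1 of 20, Sdf2l1 1.35, 0.116) did not pass it either. Immediate early and dissociation genes had 9 higher and 5 lower of 24 (10 and 5 adjusted over the list alone, Egr2 2.75, adjusted p = 0.125).

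**Figure D2:**
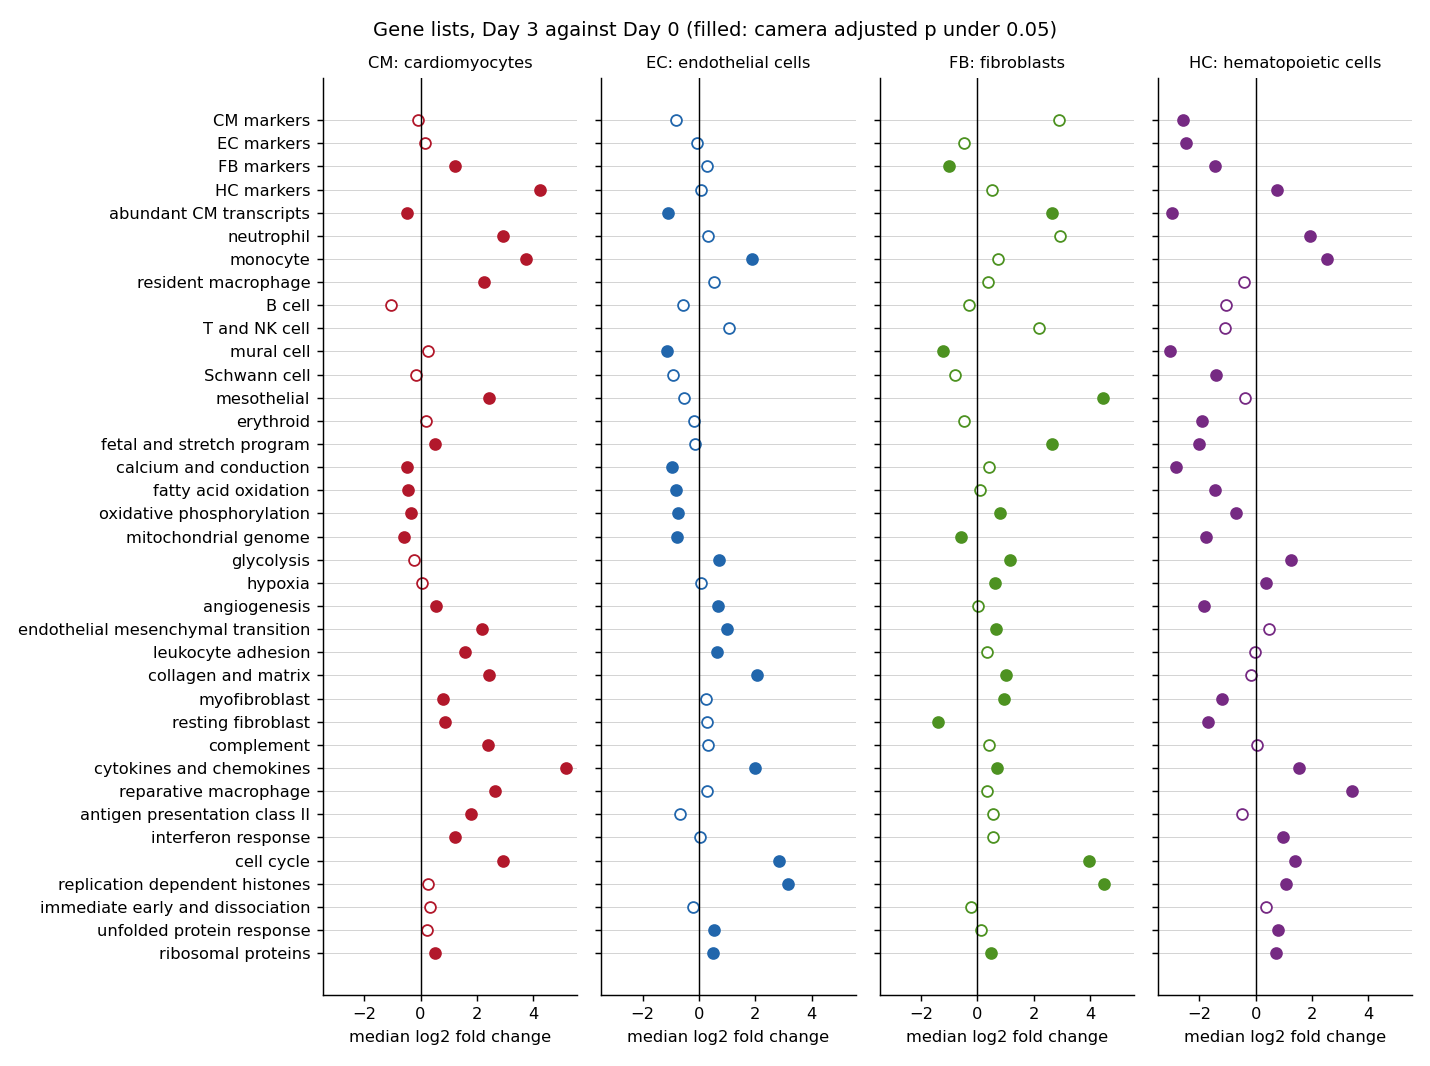
Median log2 fold change at Day 3 against Day 0 (horizontal axis) of each gene list (vertical axis) in the 4 cell types (panels), where a filled circle marks a list that passed the list test. The cell cycle list passed above 0 in all 4 panels. With an estimated correlation it passed in CM and FB alone (adjusted p = 0.0560 in EC and 0.262 in HC).

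On the other days CM carried cytokine and collagen transcripts above Day 0. At Day 1 the iron-binding protein gene Lcn2 rose by 6.44 ± 0.45 and the metallothionein gene Mt2 by 4.52 ± 0.46. Cytokines and chemokines then had 16 of 20 genes higher (17 higher and 2 lower adjusted over the list alone, camera adjusted p = 5.15e-20). Of immediate early and dissociation genes at Day 1 the list test gave an adjusted p of 0.0529, and 0.0408 with the replicate number as a block. Collagen and matrix genes had 37 of 40 higher at Day 7 and at Day 14 (39 at each adjusted over the list alone, adjusted p = 7.12e-91 and 2.53e-61). Col1a1 was up by 5.85 ± 0.39 and 4.34 ± 0.36. Sums of other cells' markers rose in these libraries too, FB markers to 2.86 and 2.01 times Day 0, mesothelial genes to 8.10 and 9.18 and HC markers to 7.86 and 3.53 (two-sided exact permutation adjusted p = 0.0667 for each). At Day 28 the list had 17 of 40 higher (31 adjusted over the list alone, adjusted p = 4.01e-25, 0.0604 with an estimated correlation). Col3a1 was then up by 2.13 ± 0.27 and the complement gene C3 by 2.73 ± 0.42, calls that limma on TPM did not make. Genes higher and lower numbered 990 and 666 at Day 1, 1296 and 632 at Day 7, 1171 and 836 at Day 14, and 361 and 159 at Day 28. By limma on TPM they were 127 and 4, 324 and 3, 428 and 0, and 7 and 1. The Day 14 total of 2007 became 1043 without CM Day 14 replicate 2. The Day 28 total of 520 became 223, 212, 1017, 156 and 56 without CM Day 0 replicates 1 and 4 and CM Day 28 replicates 2, 3 and 4, in that order.

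Endothelial cells line the vessels, and their comparison followed vessel growth and repair. At Day 3 they carried more matrix, proliferation and leukocyte adhesion transcripts, and fewer mural cell and CM transcripts. None of these list calls held with an estimated correlation. The matrix gene Tnc, made in healing tissue, rose by 6.15 ± 0.45, from 4.19 ± 0.228 to 299 ± 64.0 CPM. Cthrc1, a secreted protein gene of activated fibroblasts, rose by 5.82 ± 0.51, and the protease inhibitor gene Timp1 by 5.35 ± 0.63. Of 18139 genes 4206 were higher and 4040 lower (2405 and 525 by limma on TPM), and the largest adjusted p of the 3 genes was 1.39e-06. The lowest log2 changes by the naming rule belonged to transcripts that were uneven between EC Day 0 replicates, such as Capn12 (-5.22 ± 1.26, from 50.7 ± 55.7 CPM), a member of the shared set annotated opposite Actn4, whose call limma on TPM did not make.

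All 35 cell cycle genes were higher in EC at Day 3 (camera adjusted p = 6.47e-36, 0.0560 with an estimated correlation), such as Ccne1, a cyclin of entry into DNA synthesis (3.99 ± 0.41), and the mitotic kinase gene Plk1 (3.58). All 28 replication dependent histones were too (Hist1h3b 4.41 ± 0.76, adjusted p = 2.09e-19, 0.0560 with an estimated correlation). Collagen and matrix had 37 higher and 1 lower of 40 (adjusted p = 2.19e-29, 0.0560 with an estimated correlation). The endothelial mesenchymal transition list had 12 higher and 1 lower of 19 (Col1a1 4.75 ± 0.37, adjusted p = 1.97e-08, 0.0560 with an estimated correlation). Angiogenesis genes were higher in 12 and lower in 2 of 23, among them Plvap of vessel fenestrae (2.75 ± 0.20), the growth factor gene Pgf (2.24 ± 0.23) and the tip cell peptide gene Apln (1.71 ± 0.37). Their adjusted p was 0.000878, but 0.461 with an estimated correlation and 0.0770 without the shared-set libraries. Leukocyte adhesion genes were higher in 10 and lower in 2 of 16 (10 and 3 adjusted over the list alone), with the selectin genes Selp (4.12 ± 0.52) and Sele (3.21 ± 0.37, adjusted p = 0.00315, 0.340 with an estimated correlation). Glycolysis had 13 higher and 1 lower of 17, including the glucose transporter gene Slc2a1 (1.61 ± 0.17, adjusted p = 6.39e-06, 0.189 with an estimated correlation). Fatty acid oxidation had 22 of 26 lower, including Acadm (-1.26 ± 0.19, adjusted p = 3.40e-08, 0.338 with an estimated correlation). Unfolded protein response genes were higher in 14 and lower in 2 of 20 (Pdia4 1.31 ± 0.13, adjusted p = 0.000585, 0.380 with an estimated correlation). Ribosomal proteins were higher in 23 of 36 (25 adjusted over the list alone, Rps2 1.66 ± 0.13, adjusted p = 5.49e-06, 0.516 with an estimated correlation).

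Markers of neighbouring cells moved in EC too. All 10 mural cell genes were lower at Day 3, among them the pericyte gene Rgs5 (-1.51 ± 0.15) and the smooth muscle myosin gene Myh11 (-1.28 ± 0.17, camera adjusted p = 1.97e-08, 0.0560 with an estimated correlation). Abundant CM transcripts were lower in 15 of 16, with the myosin light chain gene Myl3 at -2.21 ± 0.39 and the creatine kinase gene Ckm at -1.97 ± 0.30 (adjusted p = 2.04e-06, 0.380 with an estimated correlation). Monocyte genes were higher in 5 of 9 (Thbs1 3.43 ± 0.32, adjusted p = 0.000330, 0.0560 with an estimated correlation). The sums of these lists stood at 0.383, 0.470 and 5.48 times Day 0 (two-sided exact permutation p = 0.0286, adjusted p = 0.0667 for each). The monocyte list marks other cells too: its Day 0 sum was 3266 CPM in FB and 468 in HC. The tests of CM markers (3 of 4 lower, adjusted p = 0.0768), EC markers (2 higher and 2 lower of 4, 0.575), FB markers (1 of 4 higher, 0.330) and HC markers (0 of 3, 0.985) did not pass. Neither did neutrophil (2 higher and 1 lower of 7, 0.847), resident macrophage (5 and 1 of 10, 0.167), Schwann cell (1 and 2 of 7, 1 and 3 adjusted over the list alone, 0.333), mesothelial (1 and 2 of 8, 0.326) or erythroid genes (0 of 8, 0.789). Also short of the threshold were hypoxia (4 and 3 of 17, 0.799), antigen presentation class II (4 of 9 lower, 0.130), interferon response (5 and 4 of 25, 5 and 3 adjusted over the list alone, 0.722) and immediate early and dissociation genes (4 and 10 of 24, 0.193).

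On the other days EC carried leukocyte adhesion and matrix transcripts above Day 0. Leukocyte adhesion genes were higher in 8 and lower in 2 of 16 at Day 1 (9 and 2 adjusted over the list alone, camera adjusted p = 7.57e-06, 0.145 with an estimated correlation). At Day 1 the selectin gene Selp rose by 5.07 ± 0.54, the acute phase gene Serpina3n rose by 4.80 ± 0.43 and the kinase anchor gene Akap5 fell by 2.05 ± 0.25. Interferon response genes were then lower in 18 and higher in 1 of 25 (adjusted p = 4.32e-09, 0.273 with an estimated correlation). Collagen and matrix genes were higher in 39 of 40 at Day 7 (40 adjusted over the list alone, adjusted p = 9.21e-66). They were higher in 37 at Day 14 (39 adjusted over the list alone, adjusted p = 5.23e-47, 0.0587 with an estimated correlation) and in 37 at Day 28 (adjusted p = 5.25e-30, 0.0673 with an estimated correlation). Col1a1 rose by 5.54 ± 0.39 at Day 7, and Sfrp2, a secreted Wnt regulator gene, by 4.89 ± 0.41 at Day 14 and 4.64 ± 0.41 at Day 28. FB markers rose with them, in 3 of 4 at Day 7 and 4 of 4 at Day 28 (adjusted p = 0.00114 and 0.00355, 0.172 and 0.195 with an estimated correlation), their sum to 2.61 and 2.25 times Day 0. At Day 14 the FB marker list did not pass (adjusted p = 0.220), and its sum was 1.41 times Day 0 (two-sided exact permutation p = 0.0571). At Day 28 all 36 oxidative phosphorylation genes were lower (adjusted p = 2.75e-49, 0.0673 with an estimated correlation). So were all 16 abundant CM transcripts, with Myl2 at -3.26 ± 0.41 (adjusted p = 4.88e-22, 0.0673 with an estimated correlation). Genes higher and lower numbered 1787 and 1653 at Day 1, 3257 and 3560 at Day 7, 2317 and 2587 at Day 14, and 2956 and 3163 at Day 28. By limma on TPM they were 940 and 46, 10816 and 219, 11250 and 147, and 12982 and 292. The Day 1 total of 3440 became 2030, 2059 and 2040 without EC Day 0 replicate 1, EC Day 0 replicate 2 and EC Day 1 replicate 4. Without the shared-set libraries the totals were 1210, 4108, 1785 and 3199 on the 4 days.

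Fibroblasts build the scar. At Day 3 they carried more proliferation, contractile and mesothelial transcripts and fewer transcripts of resting fibroblasts. Of these list calls, those of proliferation alone held with an estimated correlation. Cthrc1 rose by 8.45 ± 0.40, from 0.934 ± 0.108 to 330 ± 99 CPM. Ptprn, a gene of secretory granules, was at 32.2 ± 5.18 CPM against 0.0952 ± 0.0374. The Wnt inhibitor gene Wif1 fell by 2.51 ± 0.31, the basement membrane gene Col4a3 by 2.49 ± 0.23 and the lipid transporter gene Abca6 by 2.20 ± 0.27. Of 18666 genes 4812 were higher and 4355 lower, with adjusted p of the 5 genes named up to 1.73e-06. By limma on log2(TPM + 1) 573 were higher and 13561 lower, and the median of all genes moved by -0.699.

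Cell division genes led the FB lists at Day 3. Of 35 cell cycle genes 33 were higher (34 adjusted over the list alone, camera adjusted p = 6.67e-46), such as Cdk1 (6.03 ± 0.42) and Plk1 (5.72 ± 0.44). Of 28 histones 27 were (28 adjusted over the list alone, Hist1h1b 6.28 ± 0.35, adjusted p = 1.57e-21), and both calls held with an estimated correlation. All 8 mesothelial genes were higher, among them the keratin genes Krt8 (6.55 ± 0.65) and Krt19 (5.81 ± 0.59, adjusted p = 6.72e-08, 0.167 with an estimated correlation). Their sum was 11.6 times Day 0 (two-sided exact permutation p = 0.0286, adjusted p = 0.0714), and on TPM 1.69 times (p = 0.457). Resting fibroblast genes were lower in 14 and higher in 1 of 17 (Scara5 -1.66 ± 0.28, Smoc2 -1.58 ± 0.24, adjusted p = 1.27e-05, 0.208 with an estimated correlation). All 4 FB markers were lower (Tcf21 -1.22 ± 0.22, adjusted p = 0.00583, 0.208 with an estimated correlation). Collagen and matrix had 24 higher and 6 lower of 40 (26 and 7 adjusted over the list alone, Tnc 6.30 ± 0.31), a median log2 change of 1.00 that was -0.784 on TPM (adjusted p = 4.35e-08, 0.127 with an estimated correlation). Myofibroblast genes had 13 higher and 3 lower of 17, with the smooth muscle actin gene Acta2 at 4.20 ± 0.33 and Tagln at 3.49 ± 0.30, and a median of 0.934 (-0.401 on TPM). Their adjusted p was 1.60e-05, 0.208 with an estimated correlation, and 0.0606 without FB Day 3 replicates 1 and 4.

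Other FB lists at Day 3 changed with the libraries kept. Mural cell genes were lower in 5 and higher in 1 of 10 (6 and 1 adjusted over the list alone, Abcc9 -1.83 ± 0.17, camera adjusted p = 0.00509, 0.208 with an estimated correlation). Cytokines and chemokines were higher in 11 and lower in 2 of 23 (Ccl9 6.27 ± 0.45, median 0.713 and -0.215 on TPM, adjusted p = 0.0202, 0.598 with an estimated correlation). Ribosomal proteins were higher in 15 of 36 (13 adjusted over the list alone, median 0.502 and -1.52 on TPM, adjusted p = 0.0202, 0.747 with an estimated correlation). Without FB Day 3 replicates 1 and 4 these 3 lists gave adjusted p of 0.0529, 0.725 and 0.543. Abundant CM transcripts were higher in 14 of 16 (median 2.65, -0.249 on TPM, adjusted p = 0.0267, 0.747 with an estimated correlation), but without the shared-set libraries the list lay in the other direction with an adjusted p of 0.0580. CM markers (4 of 4 higher, adjusted p = 0.216), EC markers (2 of 4 lower, 0.310) and HC markers (1 of 3 higher, 0.682) did not pass the list test. Of these, Tnnt2, Tnni3 and Actc1 of CM and Ptprc, the HC marker called, lay in the other direction without the shared-set libraries. Without FB Day 3 replicates 1 and 4, which keeps the shared-set replicates 2 and 3, CM markers passed with an adjusted p of 0.00128. Abundant CM transcripts then had 1.53e-08. Neutrophil (4 higher and 1 lower of 6, 0.104), monocyte (5 and 1 of 9, 0.0513) and resident macrophage genes (3 and 1 of 8, 0.282) did not pass the list test either. Nor did Schwann cell (1 and 2 of 5, 1 and 3 adjusted over the list alone, 0.157) or erythroid genes (0 of 8, 0.216). Also short of the threshold were complement (5 and 5 of 15, 0.731), interferon response (12 and 6 of 25, 14 and 7 adjusted over the list alone, 0.348), immediate early and dissociation (4 and 9 of 24, 0.190) and the unfolded protein response (7 and 4 of 20, 0.635).

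Matrix and mesothelial genes marked the later FB days. At Day 1, Tnc rose by 4.90 ± 0.29, from 15.5 ± 2.34 to 463 ± 60.1 CPM, and the neutrophil chemokine gene Cxcl5 by 4.68 ± 0.42. Cell cycle genes were higher in 31 of 35 (34 adjusted over the list alone, camera adjusted p = 5.87e-35, 0.0595 with an estimated correlation). At Day 7 Cemip, a gene of hyaluronan breakdown, was up by 8.22 ± 0.67 and the plasminogen activator inhibitor gene Serpinb2 was at 34.7 ± 18.6 CPM against 0.0401 ± 0.0453 at Day 0, and the kinesin gene Kif26b by 7.11 ± 0.53 at Day 14. Collagen and matrix genes were higher in 26 and lower in 1 of 40 at Day 7 (28 and 2 adjusted over the list alone, adjusted p = 3.24e-28) and higher in 24 at Day 14 (28 and 1 adjusted over the list alone, adjusted p = 2.92e-31). All 8 mesothelial genes were higher at Day 7, Day 14 and Day 28 (adjusted p = 1.60e-22, 3.14e-25 and 2.32e-20). At Day 28 the cartilage matrix gene Comp was up by 4.31 ± 0.51, from 19.3 ± 1.82 to 384 ± 164 CPM, and Col6a5 by 4.45 ± 0.48, while Vtn fell by 1.23 ± 0.23. Genes higher and lower numbered 2154 and 1185 at Day 1, 1837 and 844 at Day 7, 1539 and 488 at Day 14, and 536 and 113 at Day 28, and on TPM 239 and 350, 431 and 565, 273 and 2066, and 26 and 552. The Day 7 total of 2681 became 1761 without FB Day 7 replicate 4, and the Day 14 total of 2027 became 1321 without FB Day 14 replicate 1. The Day 28 total of 649 became 308, 282, 345, 308 and 341 without FB Day 0 replicates 1, 2, 3 and 4 and FB Day 28 replicate 4. Without the shared-set libraries the 4 totals were 6168, 4826, 3966 and 1030.

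**Figure D3:**
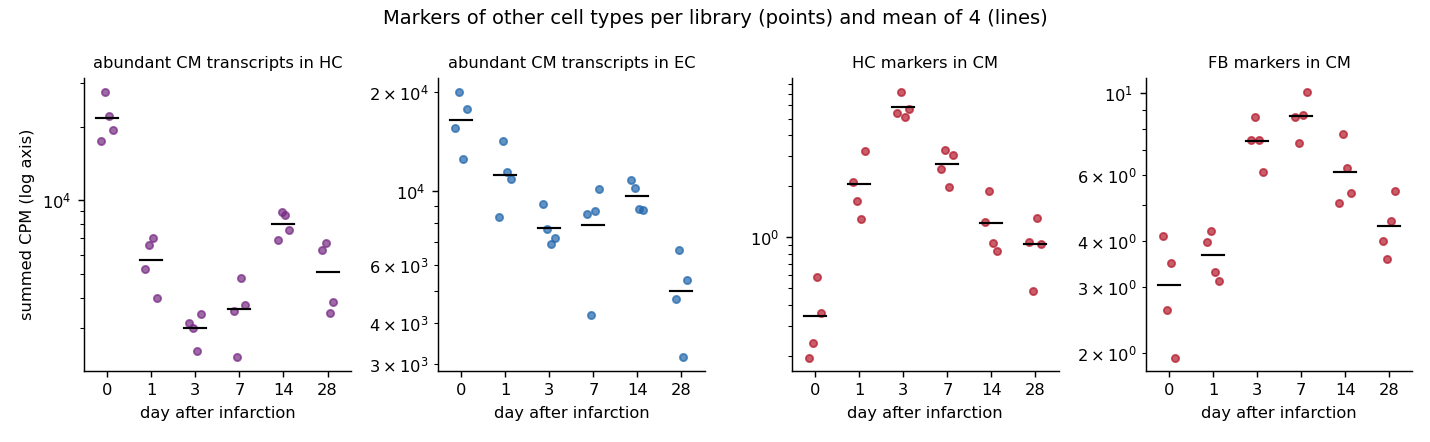
Summed CPM (log axis) of abundant CM transcripts in HC and EC and of HC and FB markers in CM, in each library (points) and as the mean of 4 (lines), by day. In HC the abundant CM transcripts lay at 21660 CPM on average at Day 0 and 3010 at Day 3.

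Hematopoietic cells of the heart are mainly macrophages, with neutrophils and monocytes entering after injury. At Day 3 HC carried more monocyte, reparative macrophage and cytokine transcripts, and fewer transcripts of CM, EC and mural cells. Spp1 rose by 9.61 ± 0.41, from 4.32 ± 1.65 to 3351 ± 786. The glycoprotein gene Gpnmb rose by 7.25 ± 0.67 and the neutrophil chemokine gene Cxcl3 by 7.04 ± 0.68. Retnla, a gene of alternatively activated macrophages, fell by 3.46 ± 0.90, and the muscle Z-disc gene Myoz2 by 3.35 ± 0.24. Of 18831 genes 4388 were higher and 4361 lower, and the largest adjusted p of these 5 was 0.00329.

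Of 21 reparative macrophage genes 17 were higher and 2 lower in HC at Day 3 (camera adjusted p = 8.75e-16), and all 10 monocyte genes were higher (Thbs1 5.53 ± 0.39, Fn1 4.23 ± 0.27, adjusted p = 1.16e-12). Both calls held with an estimated correlation, and the monocyte sum was 13.3 times Day 0 (two-sided exact permutation adjusted p = 0.0426). On TPM the monocyte sum was 8.50 times Day 0. Neutrophil genes were higher in 11 of 14 (Trem1 4.31 ± 0.31, adjusted p = 4.36e-06, 0.149 with an estimated correlation). Cytokines and chemokines were higher in 20 and lower in 2 of 25 (Il1a 4.26 ± 0.44, adjusted p = 4.65e-09, 0.148 with an estimated correlation), and HC markers were higher in 3 of 4 (Itgax 2.06 ± 0.18, adjusted p = 0.00950, 0.158 with an estimated correlation). Interferon response genes were higher in 19 of 25 (20 higher and 1 lower adjusted over the list alone, Irf7 2.07 ± 0.32, adjusted p = 4.00e-06, 0.279 with an estimated correlation). Cell cycle genes were higher in 33 of 35 (Rrm2 1.99, adjusted p = 1.15e-09, 0.262 with an estimated correlation). Histones were higher in 9 of 29 (adjusted p = 0.0123, 0.655 with an estimated correlation) and ribosomal proteins in 15 of 36 (11 adjusted over the list alone, adjusted p = 0.00385, 0.655 with an estimated correlation). The unfolded protein response had 14 higher and 1 lower of 20 (15 and 1 adjusted over the list alone, Sdf2l1 1.71 ± 0.22, adjusted p = 1.66e-05, 0.149 with an estimated correlation).

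Transcripts of other cardiac cells were lower in HC at Day 3. All 16 abundant CM transcripts fell (Myl2 -3.24 ± 0.36, Pln -3.18 ± 0.27, camera adjusted p = 8.75e-16, 0.0501 with an estimated correlation), from a summed 21660 ± 4495 to 3010 ± 420 CPM (two-sided exact permutation adjusted p = 0.0426). All 4 CM markers and all 4 EC markers fell (Actc1 -3.25 ± 0.23, Kdr -2.66 ± 0.20, adjusted p = 2.67e-05 and 2.29e-07), calls that held with an estimated correlation. All 4 FB markers (Pdgfra -1.47, adjusted p = 0.0137, 0.236 with an estimated correlation) and all 8 erythroid genes fell too (adjusted p = 0.0117, 0.371 with an estimated correlation). The EC marker sum went from 535 ± 93.4 to 103 ± 4.10 CPM (adjusted p = 0.0426, exact permutation test). Resident macrophage genes (1 higher and 6 lower of 12, with Timd4 at -2.31 ± 0.18 and Lyve1 at -1.60 ± 0.28, adjusted p = 0.0576) did not pass the list test. Others that did not were B cell (3 of 10 lower, 0.164), T and NK cell (4 of 12 lower, 0.166), antigen presentation class II (1 higher and 4 lower of 10, 0.477) and immediate early and dissociation genes (9 and 4 of 24, 10 and 4 adjusted over the list alone, 0.335).

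HC carried neutrophil, monocyte and glycolysis transcripts above Day 0 at Day 1, and matrix transcripts from Day 7 on. At Day 1 the neutrophil sum was 3287 ± 842 CPM, 13.5 times Day 0, and the monocyte sum 24.7 times (two-sided exact permutation adjusted p = 0.0426 for each). On TPM the neutrophil sum was 15.4 times Day 0 and the monocyte sum 10.1 times. Of 14 neutrophil genes 11 were higher (13 adjusted over the list alone, camera adjusted p = 6.56e-16), and of 17 glycolysis genes 16, with 1 lower (adjusted p = 6.98e-26). Collagen and matrix genes were higher in 27 and lower in 2 of 40 at Day 7 (28 and 2 adjusted over the list alone, adjusted p = 1.49e-21). The numbers were 32 and 1 at Day 14 (33 and 2 adjusted over the list alone, adjusted p = 1.03e-54) and 34 and 2 at Day 28 (36 and 2 adjusted over the list alone, adjusted p = 8.50e-35). At Day 28 the FB marker sum was 1.71 times Day 0, at 105 ± 17.5 CPM (exact permutation adjusted p = 0.0426). Resting fibroblast genes were then higher in 13 of 17 (14 adjusted over the list alone, adjusted p = 1.23e-09, 0.0541 with an estimated correlation), and Pln, a calcium pump inhibitor gene of CM, was at -2.57 ± 0.26. Genes higher and lower numbered 3399 and 4486 at Day 1, 2656 and 2617 at Day 7 (3635 and 889 by limma on TPM), 1149 and 1283 at Day 14, and 2144 and 1960 at Day 28. By limma on TPM fewer genes were called at Day 1, Day 3, Day 14 and Day 28, with numbers given under the processing. The Day 14 total of 2432 became 1519 without HC Day 0 replicate 2, and rose when only the 8 libraries compared were fitted. The Day 28 total of 4104 became 2184 without the shared-set libraries.

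HC at Day 1 and Day 7 came in the same kind of file, so they were also compared directly. The cytokine gene Il1b was at 1023 ± 282 CPM at Day 1 and 171 at Day 7, and Spp1 at 2324 and 490. Of 18831 genes 1863 were higher and 2337 lower at Day 1 than at Day 7. By limma on log2(TPM + 1) 210 were higher and 6782 lower.

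**Figure D4:**
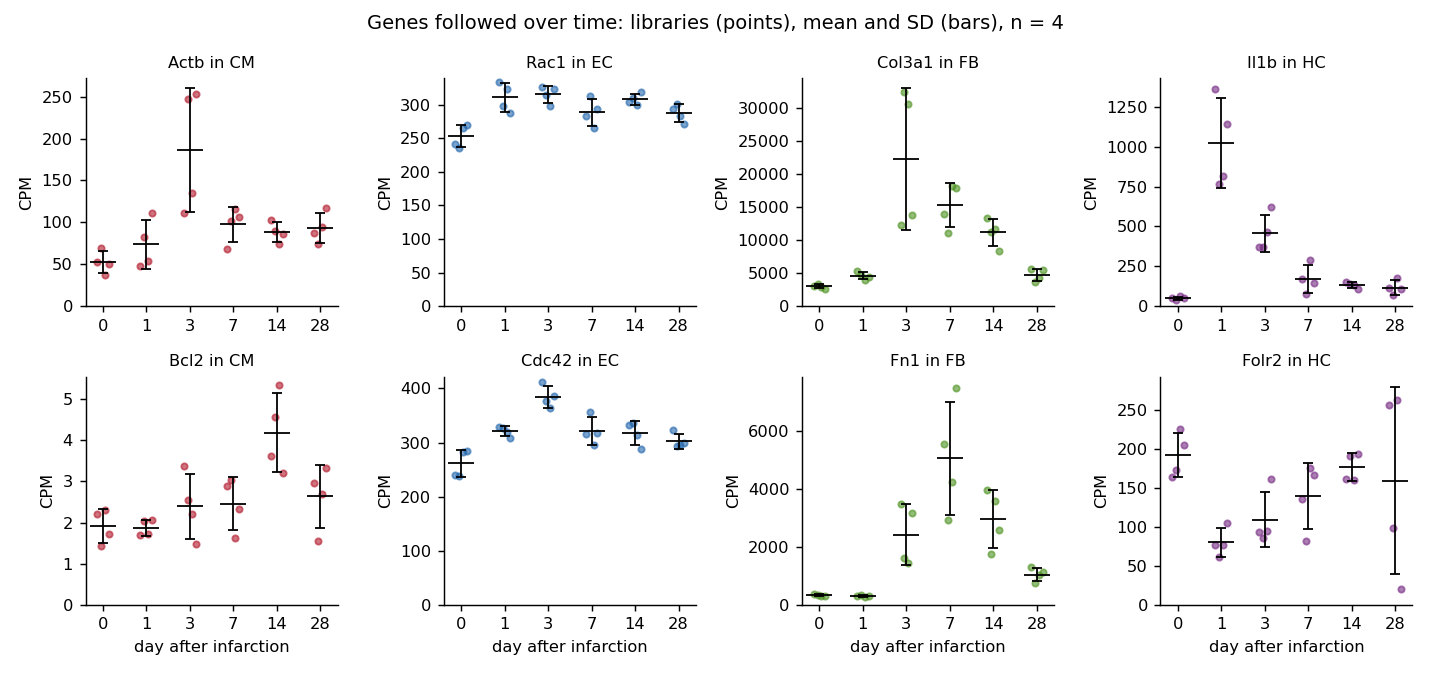
CPM (vertical axis, from 0) of the 8 genes whose course the study describes, in each library of the cell type concerned (points) with mean and SD of 4 (bars), by day. Il1b was highest at Day 1 in HC. The mean of Col3a1 was highest at Day 3 in FB, where the shared-set replicates 2 and 3 lay above the others.

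The study follows 8 genes over time, 2 in each cell type, and 26 of their 40 comparisons with Day 0 were called. In CM, Actb (cytoskeletal actin, chromosome 5, 142903115 to 142906754, mm10) rose from 52.4 ± 13.3 to 186 ± 74.2 CPM at Day 3 (log2 1.83, adjusted p = 2.37e-05). At Day 7 it was at 97.7 ± 20.8 (0.90, adjusted p = 0.0287), a call lost with no filter, by limma on TPM and without CM Day 0 replicates 1, 3 or 4 or CM Day 7 replicates 2, 3 or 4, with adjusted p up to 0.0932. Bcl2 (an inhibitor of apoptosis, chromosome 1, 106538178 to 106714274) rose at Day 14, from 1.92 ± 0.420 to 4.18 ± 0.962 (1.13, adjusted p = 0.00341), and was not called on another day, except at Day 3 by limma on TPM (0.00872). Actb at Day 14 was called with DESeq2 (0.0413), the block (0.0234), only the 8 libraries (0.0270) and without CM Day 0 replicate 2 (0.0489), and at Day 28 with DESeq2 (0.0433) and the block (0.0318). In EC, the small GTPase genes Rac1 (chromosome 5, 143503634 to 143528036) and Cdc42 (chromosome 4, 137319696 to 137357720) rose on every day. At Day 3 they went from 253 ± 16.8 to 316 ± 13 CPM (0.32, adjusted p = 0.000593) and from 261 ± 25.7 to 385 ± 20.5 (0.56, adjusted p = 4.08e-06). Without the shared-set libraries both were called at Day 3 alone. At Day 1 both calls were also lost by limma on TPM and with only the 8 libraries. Rac1 at Day 7 and both genes at Day 28 lost theirs with no filter and with only the 8 libraries. Cdc42 at Day 14 lost its call with only the 8 libraries. The block ended both Day 28 calls (Rac1 0.0581, Cdc42 0.0505). Rac1 at Day 7 lost its call without EC Day 0 replicates 1 or 2 or EC Day 7 replicates 2 or 4 (adjusted p up to 0.355). At Day 28 Rac1 lost it without EC Day 0 replicates 1 or 2 or EC Day 28 replicates 1, 2 or 3 (up to 0.417), and Cdc42 without EC Day 0 replicates 1 or 2 or EC Day 28 replicates 1 or 4 (up to 0.472).

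In FB, Col3a1 (a fibrillar collagen, chromosome 1, 45311538 to 45349706) rose from 2997 ± 304 to 22216 ± 10687 CPM at Day 3 (log2 2.89, adjusted p = 5.30e-08), 15298 ± 3386 at Day 7 and 11136 ± 2030 at Day 14. At Day 3 the shared-set replicates 2 and 3 held 32364 and 30499 CPM and the others 12243 and 13755, and on TPM the mean of Col3a1 was highest at Day 7 (1697 against 781 at Day 3). It was at 4740 ± 934 at Day 28 (adjusted p = 0.169) and was not called at Day 1 either (adjusted p = 0.104). Both days were called with only the 8 libraries (0.0212 and 0.000845) and without FB Day 3 replicates 1 and 4 (0.0240 and 0.0107), and Day 1 also without the shared-set libraries (0.00661). Fn1 (fibronectin, chromosome 1, 71585520 to 71653200) rose from 329 ± 31.2 to 2430 ± 1046 at Day 3, 5063 ± 1952 at Day 7 (3.95) and 1047 ± 233 at Day 28 (1.67, adjusted p = 0.00188, not called by limma on TPM), and was not called at Day 1 (adjusted p = 0.808). In HC, Il1b (an inflammatory cytokine, chromosome 2, 129364570 to 129371139) rose from 50.6 ± 9.41 to 1023 ± 282 CPM at Day 1 (4.34, adjusted p = 3.57e-09), 457 ± 117 at Day 3 and 117 ± 44.5 at Day 28 (1.21, adjusted p = 0.00781). Its calls at Day 14 and Day 28 were not made by limma on TPM. Folr2 (a folate receptor of resident macrophages, chromosome 7, 101839988 to 101857194) fell at Day 1, from 192 ± 28.5 to 79.9 ± 18.2 (-1.26, adjusted p = 0.0292), and was not called later, except at Day 3 with only the 8 libraries (0.0130) and without the shared-set libraries (0.00385) or without HC Day 28 replicate 4. The Day 1 call was lost with no filter, by limma on TPM and without HC Day 0 replicates 3 or 4 or HC Day 1 replicates 1, 2 or 3, with adjusted p up to 0.180.

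The last comparison asked whether a cell type's change from Day 0 to Day 3 differed from the mean change in the other 3. Col3a1 rose more in CM than elsewhere, by 1.79 on the log2 scale (adjusted p = 1.62e-05, not called by limma on TPM), and less in HC, by -2.26 (adjusted p = 1.08e-07). Fn1 rose more in HC, by 1.43 (adjusted p = 0.000214). The change differed for 3749 genes in CM, 2388 in EC, 5642 in FB and 5100 in HC. The EC number became 1553, 1531 and 1574 without EC Day 0 replicate 1, EC Day 0 replicate 2 and EC Day 3 replicate 1, and 1149 without the shared-set libraries. Since cell type and library batch coincided, the comparison is of changes within batches.

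**Figure D5:**
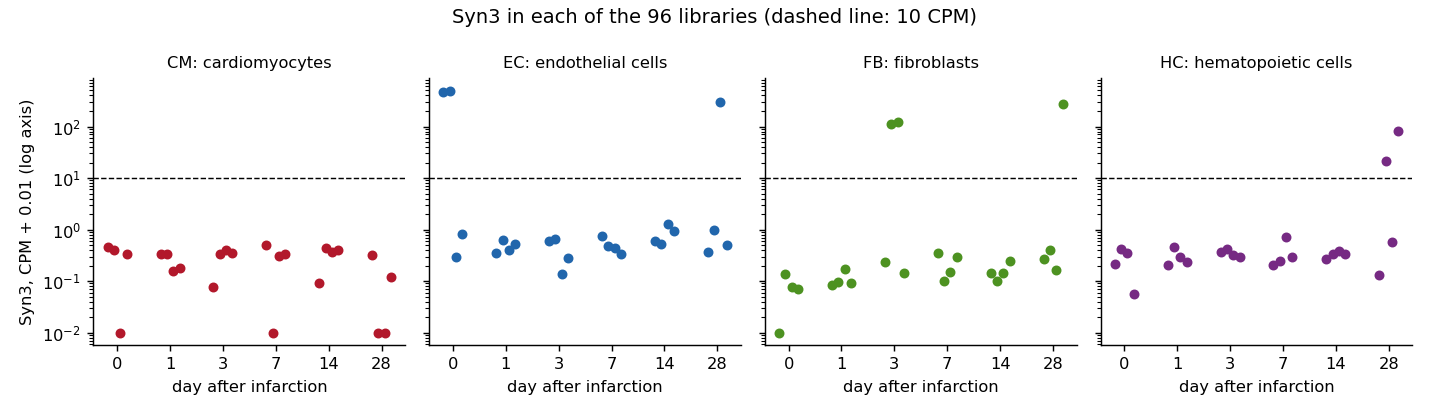
CPM of Syn3 per reads outside rRNA genes (log axis, 0.01 added), a member of the shared transcript set, in each of the 96 libraries by cell type and day. The 8 libraries above the dashed line at 10 CPM span 21 to 499, and the other 88 reach at most 1.25.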

Values the study reported

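The study reported an experiment on 72 mice in 8 groups. It reported removing 2 fibroblast samples of day 3 and 1 hematopoietic sample of day 28 as outliers, without naming the libraries in its text. In words, it described Actb in cardiomyocytes as highest at day 3 and Bcl2 as rising late, Rac1 and Cdc42 as raised in endothelial cells, Col3a1 and Fn1 as rising from day 1 and falling after day 7 in fibroblasts, Il1b as peaking at day 1 in hematopoietic cells, and Folr2 as reduced at day 1 and then recovering.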

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

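The tests of the shared transcript set, of a lower share of leukocytes and of a lower share of CM were chosen only after these patterns were seen, while those of carried-over RNA were fixed before. CPM in the next 3 paragraphs is per reads outside rRNA genes, without TMM scaling, except for marker sums, which are scaled.

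In 8 libraries of EC, FB and HC, 48 transcripts followed Syn3, a synapsin gene, at a correlation of at least 0.9, with Ccdc152 at a mean of 573 CPM against 0.344 in the other 88 libraries and Syn3 at 233 against 0.317. Low depth is argued against, since only 4 of the 8 had fewer reads than every library of their group without the set, and so is the day after infarction, since no group had more than 2 carriers. Genomic DNA is argued against as the whole source, since it would add as much per exonic kb to all genes, and 1634 rare genes on the other strand of a gene of at least 50 CPM, the set left out, gained 3.01 to 35.4 times the CPM per kb of rare genes with no annotated overlap. As a part it stays open: receptor genes of smell and pheromones under 1 CPM on average stood above the rest of the group, carriers left out, in all 8, at 1.43 to 6.79 times, and highest in FB Day 3 (314 and 395 CPM against 52.2 to 64.1), but all such receptor genes did so in only 3. The genes under 1 CPM were chosen after that result. Of other gene families, the taste receptor and defensin, Krtap and Tas2r genes did so in 1 each. Defb genes did so in 3, Skint genes in 4 and Prl genes in 7. Reads of both strands counted in the 8 libraries may be a source. All 8 lay above the libraries of their group without the set on the 1634 rare genes (1660 to 3858 CPM in sum, at most 1029 in the other 88). Of the 48 transcripts 27 faced a gene of at least 50 CPM, against 4.31% of all rare genes. Among them were Syn3 opposite Timp3, Ccdc152 opposite Selenop and Capn12 opposite Actn4. Whether strand was lost in the library or in the counting was not tested, and no biological explanation beyond the day was.

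Abundant CM transcripts fell in HC after infarction, although HC were collected with beads against CD45, which CM lack. A lower share of leukocytes at Day 0 is argued against as the whole cause at Day 28, since it would raise the transcripts of every other cell type at Day 0, and the FB marker sum was then 1.71 times Day 0 while the CM transcripts were at 0.234 times. As a part it stays open. At Day 28 EC markers (0.341 times) and mural cell genes (0.273) fell with the CM transcripts, and at Day 3 the sums of other types fell, though not alike (FB markers 0.381 times, EC markers 0.193, mural cell 0.122), while HC markers were at 1.51 times. CM RNA carried into the HC isolate may be a source: the 16 transcripts stood at 18.1% to 63.6% of their level in CM at Day 0 (median 29.3%, SD of the log2 ratio 0.569), with Ttn at 58.9% and Myh6 at 63.6%, and an SD above 2 would have argued against it. A change of expression in the cells themselves was not tested and stays open.

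Leukocyte transcripts rose in CM at Day 3, although CM were spun down at low speed. A lower share of CM is argued against as the whole cause, since it would raise other types alike, and the sum of EC markers was 1.03 times Day 0 and of mural cell genes 0.747 times, while that of HC markers was 17 times (1.72, 1.54 and 27.1 times on TPM). As a part it stays open, since abundant CM transcripts were at 0.665 times, FB markers at 2.44, monocyte genes at 3.64 and mesothelial genes at 4.63. Leukocytes carried along may be a source, but this cannot be told apart from a change in CM: 28 leukocyte transcripts stood at 0.332% to 4.58% of their level in HC at Day 3 (median 1.08%, Mrc1 1.11%, Stab1 1.11%), and the SD of the log2 ratio, 1.01, lay between the bounds set for and against it (1 and 2). Expression of these genes by CM was not tested.

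A library stood apart from the other 3 of its group in 12 of 216 groups tested, where chance gives about 1 in 20, or 10.8. Total reads were 55758471 in CM Day 1 replicate 3 against at most 32877041 in the others, and 39500115 in CM Day 14 replicate 4 against at most 34789237. Genes with at least 1 read numbered 23002 in EC Day 7 replicate 4 (23589 or more in the others), 26447 in EC Day 28 replicate 3 (at most 22682) and 23977 in FB Day 7 replicate 3 (24705 or more). The summed CM markers were at 1542 CPM in EC Day 1 replicate 2 (at most 1013 in the others) and 54.3 in FB Day 14 replicate 3 (at most 17.9). EC markers were at 2849 CPM in EC Day 7 replicate 3 (3219 or more), 3613 in EC Day 14 replicate 3 (3750 or more) and 196 in FB Day 7 replicate 3 (282 or more). FB markers were at 144 CPM in EC Day 1 replicate 4 (at most 109), and Folr2 at 161 CPM in HC Day 3 replicate 4 (at most 95.0).

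For 13 pairs of a cell type and a gene followed by the study, the change at Day 3 differed from the mean change in the other cell types by edgeR's test of the difference. In CM the differences were 1.79 for Col3a1 (adjusted p = 1.62e-05), 3.23 for Il1b (0.0166), 1.07 for Actb (0.0311), 3.38 for Folr2 (0.00428) and 1.09 for Bcl2 (0.00476). In EC they were 0.85 for Col3a1 (0.0321) and -1.06 for Fn1 (0.0123). In FB they were -0.81 for Cdc42 (0.00591), -3.04 for Il1b (0.00845) and -1.27 for Bcl2 (0.000495), and in HC -2.26 for Col3a1 (1.08e-07), 1.43 for Fn1 (0.000214) and -1.98 for Folr2 (0.0434). By limma on TPM the calls of Col3a1 (adjusted p = 0.139), Actb (0.0594) and Folr2 (0.266) in CM and Folr2 in HC (0.109) were lost, and 2 differences turned, Il1b in CM to -0.88 (called, 0.0492) and Fn1 in EC to 0.086 (0.902). With no filter Actb (0.0533) and Folr2 in HC (0.0766) were, and with RLE size factors (0.121) and DESeq2 (0.0774) Col3a1 in EC was. Without the shared-set libraries Cdc42 in FB (0.0793) and Folr2 in HC (0.0768) were not called, nor without FB Day 3 replicates 1 and 4 Il1b in FB (0.197) and Folr2 in HC (1.00). With the block Folr2 in HC had 0.0506. Actb lost its call without CM Day 0 replicates 1, 3 or 4 or CM Day 3 replicates 2 or 4 (up to 0.0967). Folr2 in CM lost it without EC Day 0 replicate 4 (1.00), and Col3a1 in EC without EC Day 0 replicates 1, 2 or 4 or EC Day 3 replicates 1 or 2 (up to 0.0899). Folr2 in HC lost it without CM Day 0 replicate 3, CM Day 3 replicates 2 or 4, EC Day 0 replicates 1, 2 or 3, EC Day 3 replicates 2, 3 or 4, FB Day 0 replicates 1 or 4, FB Day 3 replicates 1 or 4, HC Day 0 replicates 2, 3 or 4, or HC Day 3 replicates 1, 2 or 3 (up to 0.203).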

How the results depend on the processing

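The alternatives that left out the shared-set libraries or rRNA genes, kept the 175 genes or tested CM lists with the block were chosen after seeing the data, and all others before. Counts of called genes are given where they moved by over 1.5 times. The cause was not tested for any change given here, apart from fewer libraries or genes entering a fit.

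DESeq2 called 1017 genes in CM at Day 28 and 1366 in FB at Day 28, and with no filter the numbers were 270 and 403. Fitting only the 8 libraries compared gave 751, 1079, 921 and 82 in CM at Day 1, Day 7, Day 14 and Day 28, 1509 in EC at Day 1, 6975, 5399, 4405, 3970 and 2369 in FB on the 5 days, and 5498 and 2016 in HC at Day 14 and Day 28. Without FB Day 3 replicates 1 and 4, FB had 5449, 4187, 3454 and 2133 at Day 1, Day 7, Day 14 and Day 28, and the differences between cell types at Day 3 numbered 5994 for EC and 9127 for FB. Without the shared-set libraries EC had 1210, 4108, 1785 and 3199 genes at Day 1, Day 7, Day 14 and Day 28, FB 6168, 4826, 3966 and 1030, HC 2184 at Day 28, and the differences numbered 1149 for EC and 3629 for FB.

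On TPM, by limma on log2(TPM + 1), CM had 131, 327, 428 and 8 genes at Day 1, Day 7, Day 14 and Day 28, EC 986, 2930, 11035, 11397 and 13274 on the 5 days, FB 589, 14134 and 996 at Day 1, Day 3 and Day 7, and HC 2866, 3298, 481 and 1235 at Day 1, Day 3, Day 14 and Day 28. HC Day 1 against Day 7 gave 6992, and the differences numbered 2406 for CM and 14103 for FB. The median of all genes shifted on TPM by 0.108 in CM at Day 3, by 0.108, 0.394, 0.419 and 0.506 in EC at Day 1, Day 7, Day 14 and Day 28, by -0.699, -0.171, -0.364 and -0.320 in FB at Day 3, Day 7, Day 14 and Day 28, and by -0.116, 0.293, 0.175 and 0.169 in HC at Day 1, Day 7, Day 14 and Day 28. Higher and lower genes on TPM in CM, EC and FB are given in the results. In HC they numbered 678 and 2188 at Day 1, 3635 and 889 at Day 7, and 314 and 167 at Day 14. Against the other cell types they were 974 and 19822 in CM, 11687 and 4753 in FB and 15112 and 3528 in HC. For the differences at Day 3 they were 2179 and 227, 1816 and 340, 596 and 13507, and 2389 and 1076 in CM, EC, FB and HC. That split for EC was 1012 and 1333 with RLE size factors and 1408 and 1935 with DESeq2, for FB 3771 and 2761 with DESeq2, and DESeq2 gave 591 and 426 in CM and 990 and 376 in FB at Day 28.

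Of the 144 gene results named by the rule, 14 lost their call on leaving out 1 library, and none turned in direction in a setting tried. Lost were 2 with DESeq2, 9 with no filter, 6 with only the 8 libraries, 31 on TPM, 6 of 106 without the shared-set libraries and 0 with RLE. Of 315 list members 73 were lost and 25 turned on TPM, 18 and 9 of 244 without the shared-set libraries, and 5 and 2 of 158 without the outlying libraries, and 34 lost their call on leaving out 1 library. The 16 markers kept their calls in all 4 settings tried. Of the 40 comparisons of the 8 study genes, where 26 were called, 28 were with DESeq2, 21 with no filter, 24 with only the 8 libraries and 20 on TPM.

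The log2 changes that turned on TPM were, in CM at Day 3, 0.096 for Abcc9, 0.18 for Actc1, 0.31 for Atp5a1, 0.053 for Cpt2, 0.30 for Egln1, 0.13 for Kcnj2, 0.55 for Ndufs1, 0.10 for Pfkm, 0.35 for Sdha and 0.094 for mt-Nd4. In FB at Day 3 they were -0.0078 for F10, -2.76 for Jund, -1.08 for Manf, -0.20 for Myl2, -0.019 for Oas1a, -0.15 for Oasl1, -0.44 for Pdia4, -0.14 for Pf4, -0.21 for Rps15, -0.40 for Rps9, -0.58 for S100a4, -0.84 for Sdf2l1, -0.042 for Tcap, -0.41 for Tnni3 and -0.47 for Tnnt2. The uncalled Bcl2 in CM at Day 1 was at 0.011 and Folr2 in HC at Day 14 at 0.27. The Day 3 differences of Fn1 in EC and Il1b in CM were 0.086 and -0.88. Of 70 marker sums each, 18, 15, 11 and 7 turned on TPM in CM, EC, FB and HC. At Day 3 they were CM markers (1.48 times Day 0), abundant CM transcripts (1.205) and mural cell genes (1.54) in CM, EC markers in EC (1.04), HC markers (0.897), abundant CM transcripts (0.833), monocyte (0.975) and B cell genes (0.336) in FB, and resident macrophage (1.81) and Schwann cell genes (1.06) in HC. Without the shared-set libraries the FB Day 3 values that turned included -1.21 for Actc1, -0.014 for F10, -1.12 for Myl2, -0.45 for Ptprc, -0.52 for Tcap, -0.36 for Tnnc1, -1.11 for Tnni3 and -0.66 for Tnnt2, and Folr2 in HC at Day 28 was at 0.43. Without the outlying libraries Il1r2 and Oas1a in FB at Day 3 were at -0.78 and -1.77, and Folr2 in HC at Day 28 at 0.11, as without HC Day 28 replicate 4 alone (lowest -0.62, without replicate 3). Bcl2 in CM at Day 1 was at 0.069, 0.074, 0.023 and 0.031 without CM Day 0 replicates 1 or 3 or CM Day 1 replicates 1 or 3.

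Of 735 list tests 435 passed at the preset correlation and 115 with an estimated one, and fry passed 435, of which 389 were the same. RLE and DESeq2 turned the median of 0 of the 435 passing lists and TPM of 55, or 25 relative to the shift of all genes. Without the outlying libraries 229 of 370 passed (211 of 219 shared) and without the shared-set libraries 330 of 555 (303 of 322 shared). Ribosomal proteins in FB at Day 3 had an adjusted p of 0.543 without the outlying libraries and abundant CM transcripts 0.0580 without the shared-set ones. Of 70 marker sums in HC 47 passed, and 43 on TPM.

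Leaving out each library in turn gave 1166 to 1924, 3493 to 4269, 1332 to 2117, 1043 to 2257 and 56 to 1017 genes in CM on the 5 days, and 2030 to 4647, 7031 to 8769, 5372 to 7723, 3274 to 6358 and 4974 to 6648 in EC. It gave 2358 to 2772, 8184 to 10172, 1761 to 2814, 1321 to 2075 and 282 to 711 in FB, 6919 to 7437, 7859 to 8706, 4056 to 4893, 1519 to 2225 and 2750 to 4653 in HC, and 3273 to 3782 for HC Day 1 against Day 7. The differences numbered 2794 to 4225, 1531 to 3514, 4483 to 7381 and 4323 to 5648 for CM, EC, FB and HC. The libraries that moved a number by over 1.5 times are named beside it in the report.

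By correlation the replicate numbers paired the libraries in CM at Day 1 and Day 3 alone, where with the number as a block 2204 and 5283 genes were called and no call of the text changed but those of the immediate early list at Day 1 (adjusted p = 0.0408) and of Ucp3 at Day 3 (0.0611). In the other comparisons the block gave 1299 genes in CM at Day 28, moved every other count of genes by less than 1.5 times, and among gene results ended the calls of Ciita in EC at Day 3 (0.0584), Mdh1 in EC at Day 14 (0.0749), Rac1 (0.0581) and Cdc42 (0.0505) in EC at Day 28, Syn3 in FB at Day 28 (0.157) and the Day 3 difference of Folr2 in HC. It added Actb in CM at Day 14 (0.0234) and Day 28 (0.0318), and 111 of 113 CM list calls were the same. In no comparison did every library correlate best with its own number, and between cell types same-numbered libraries of a day had a median correlation of 0.0285 (-0.516 to 0.452). Genes of few reads were tested less precisely in the shallowest libraries, FB Day 3 replicates 2 and 3.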

Other observations

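The splits of the 8 libraries of a day and Day 0 were tests chosen only after the results were seen, while those of the marker comparison and of the differences at Day 3 were fixed before. The genes named in the next 2 paragraphs were chosen from the fixed lists after their values were seen.

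Complement genes were higher in CM on every day and in HC from Day 7 on. The list test also passed in EC at Day 7, Day 14 and Day 28 (camera adjusted p = 3.18e-05, 4.76e-06 and 5.46e-06). In FB it passed on the same days (7.05e-05, 0.000819 and 0.00238). With an estimated correlation it passed on none of these days in EC or FB. In CM at Day 1, 5 of 15 were higher (7 adjusted over the list alone, camera adjusted p = 1.72e-05, 0.235 with an estimated correlation), and at Day 3, 14 of 15 (adjusted p = 3.23e-16, 0.0113 with an estimated correlation). At Day 7, 14 of 15 were higher and none lower (adjusted p = 7.35e-25, 0.00248 with an estimated correlation), with C3, the central component of the cascade, at a log2 change of 3.25 ± 0.43 and the protease gene C1s1 at 2.87 ± 0.38. At Day 28, 11 of the 15 were (12 adjusted over the list alone, adjusted p = 1.07e-17, 0.0352 with an estimated correlation). In HC, 5 of 15 were at Day 7 (7 adjusted over the list alone, adjusted p = 0.00250, 0.218 with an estimated correlation), 4 at Day 14 (9 adjusted over the list alone, adjusted p = 4.90e-07, 0.0540 with an estimated correlation) and 10 at Day 28 (adjusted p = 5.78e-09, 0.0259 with an estimated correlation), with C4b at 1.70 ± 0.20 and C3 at 1.64 ± 0.19. In the same libraries FB markers stood at 2.86 times Day 0 in CM at Day 7. In HC they stood at 0.854, 1.12 and 1.71 times at Day 7, Day 14 and Day 28. HC markers stood at 7.86 times in CM at Day 7. Whether complement transcripts came with other cells was not tested. The mesothelial sum in CM, whose members also mark the heart's outer layer, was 4.63 times Day 0 at Day 3 and 9.18 times at Day 14 (two-sided exact permutation adjusted p = 0.0667 for each, the smallest of any sum in CM). By the list test all 8 genes were higher on both days (adjusted p = 2.22e-09 and 1.03e-20, 0.0394 and 0.00721 with an estimated correlation).

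Transcripts of the mitochondrial genome were lower in FB and HC. In FB at Day 7, 12 of 13 were lower and none higher (13 adjusted over the list alone, camera adjusted p = 1.33e-20, 0.0281 with an estimated correlation), with mt-Nd1 of respiratory complex I at -1.49 ± 0.18. At Day 28, 11 of 13 were (12 adjusted over the list alone, adjusted p = 2.42e-23, 0.0189 with an estimated correlation). In HC at Day 28, 12 of 13 were (adjusted p = 6.12e-13, 0.0353 with an estimated correlation), with mt-Co1 at -1.83 ± 0.31. CM transcripts fell in the same libraries: CM markers were at 0.240 and 0.288 times Day 0 in FB at Day 7 and Day 28, and CM markers and abundant CM transcripts at 0.282 and 0.234 times in HC at Day 28. The hypoxia list was higher in HC at Day 1, in 11 of 17 with 1 lower (12 and 3 adjusted over the list alone, adjusted p = 1.51e-08, 0.0206 with an estimated correlation), with the lipid droplet gene Hilpda at 4.38 ± 0.32. T and NK cell genes in HC were lower in 4 of 12 at Day 1 (adjusted p = 0.0375, 0.460 with an estimated correlation) and higher in 8 of 12 at Day 7 (9 adjusted over the list alone, adjusted p = 0.00487, 0.333 with an estimated correlation), with the T cell receptor chain gene Cd3e at 2.20 ± 0.60.

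On the TPM scale short RNAs took a large part of each library. Mitochondrial tRNA held 40.4% ± 17.6 (SD, n = 4) of TPM in EC at Day 0 and 10.3% ± 3.03 at Day 7, and 13.4% ± 1.25 in HC at Day 0 and 3.93% ± 0.887 at Day 3. Protein-coding genes held 23.5% ± 2.26 in FB at Day 0 and 9.61% ± 7.61 at Day 3. The small cytoplasmic RNA Bc1 held 29.0% ± 27.5 in FB at Day 3 (3.47% to 56.1% in single libraries) and 0.632% ± 0.200 at Day 0.

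Chance can be excluded for the counts of called genes against Day 0: of 35 splits of the 8 libraries into 4 and 4, fitted on those 8 alone, the real one was the only 1 as large in each comparison. In CM the real and the highest other split called 751 and 595, 3100 and 477, 1079 and 73, 921 and 205, and 82 and 1 genes on the 5 days. They called 1509 and 5, 6509 and 2, 5021 and 0, 3314 and 1, and 4466 and 1 in EC, and 6975 and 1, 5399 and 1, 4405 and 4, 3970 and 2, and 2369 and 2 in FB. In HC they called 9671 and 2, 8381 and 0, 6804 and 1, 5502 and 2, and 2016 and 1, and for HC Day 1 against Day 7 4398 and 0. The splits took every gene listed in the 8 files, and with only genes listed in all 24 HC files the real counts at Day 3, Day 14 and Day 1 against Day 7 were 8372, 5498 and 4394. In CM from Day 1 to Day 14 the highest other split set replicates 1 and 3 apart from 2 and 4, a structure of the samples that follows the replicate number. With that number as a block, fitted on all days, 2204, 5283, 2466 and 2594 genes were called on these 4 days. Among the 8 splits that part all 4 pairs, the highest other called 0 genes in CM on each day.

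For the differences at Day 3, 100 regroupings of the days within each cell type were drawn, the real one included, and chance can be excluded by the share as large. The real and the highest other draw gave 3749 and 1515 genes in CM, 5642 and 5247 in FB and 5100 and 4676 in HC, with the real one the only 1 as large, and 2388 and 3591 in EC, with 2 as large. Draws that call so many genes point to a structure of the samples. A draw can leave the days of 1 cell type nearly whole while mixing those of the others, which may give such counts, since the mean change of the other 3 enters each difference. This was not tested, but the EC count does hang on single libraries (leaving out 1 library moved the EC count between 1531 and 3514). For the markers, 21 regroupings of the cell types within each day, in a fit without the robust step, gave 17882 and at most 1665 genes for CM, 15638 and 1789 for EC, 16204 and 4440 for FB and 17231 and 278 for HC, so chance can be excluded.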
